A study of Mus musculus with 10 samples.

How the data were processed

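RNA was measured in the right middle lung lobe of 10 untreated C57BL/6J mice aged 12 weeks, 5 carrying a loss of the gene Bpifb1 (KO) and 5 wild type (WT). Genotype and sex were taken from the labels, and replicate numbers follow the order of the samples and pair no mice. The KO group held 1 male and 4 females and the WT group 2 males and 3 females. Cages held both genotypes per the labels, which name no sequencing batch.

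The authors deposited 1 table of estimated counts for 47333 genes, not scaled between samples. Per the labels' protocols the libraries were stranded mRNA libraries made with a KAPA kit, and the reads were single reads of 50 bases from an Illumina HiSeq instrument. The program that estimated the counts, the genome build, the gene annotation and any filter are not stated in the labels or per the file headers. Of the non-zero values 30.1% lay more than 0.01 from a whole number, as happens when reads that fit several transcripts are shared out among them, so a gene with a near-identical copy can gain or lose counts. The header calls the identifier column one of transcripts, while the identifiers are those of mouse Ensembl genes. Symbols, coordinates and exon lengths came from GENCODE release M21 (GRCm38) by identifier. Of all identifiers 47281 matched and 52 did not, and those without a match held 0.0067% of the counts. Coordinates are therefore those of GRCm38, whichever build the authors used. No gene of the mitochondrial chromosome is in the table as received, so mitochondrial content was not used here as a measure of quality. Each of the 10 columns of the table belonged to 1 sample, and 0 columns were left without one.

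Estimated counts were rounded to whole numbers. Totals ran from 21357452 to 28321361 per mouse, and 3 counts, taken as the smallest signal that can be read as detected, equalled 0.106 to 0.14 CPM (counts of a gene per 1000000 counts of its library). These floors cover counting error only, since reads without molecular identifiers are not independent molecules. CPM values use totals scaled by the trimmed mean of M values (TMM) and are given as mean ± SD over mice.

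The main comparison of KO with WT used edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (edgeR 4.0.16 in R 4.3.3, robust fit), with sex as an additive covariate. Genes were kept by filterByExpr with the genotype as group (minimum count 10, minimum total count 15), which left 18024 genes. A gene was called at an adjusted p under 0.05. The sex comparison is the sex coefficient of the same fit. Standard errors of log2 fold changes are the absolute log2 fold change divided by the square root of the F statistic. An interaction of genotype with sex was not tested, because the KO group held 1 male. All tests were two-sided. Single values were compared by exact permutation tests over the 252 ways to divide the 10 mice into 5 and 5 (smallest possible p 0.007937) or over the 120 ways to choose 3 of them (smallest possible p 0.008333).

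Gene lists were fixed before the data were examined: 17 BPIF family genes without Bpifb1 itself, 45 airway secretory genes, 18 lists of cell markers and 8 genes reported to differ between C57BL/6 substrains. The first 2 lists were adjusted over the list alone as well as over all genes. A marker list was summarised per mouse as the mean log2 CPM (prior count 2) of its genes with a mean CPM of at least 1, compared by the exact permutation test and adjusted over the lists. The rule for named genes was also fixed before: Bpifb1, up to 5 called genes per direction with CPM ranges that did not overlap between genotypes, Muc5b, Muc5ac, Scgb1a1, Bpifa1, Xist and 4 Y-linked genes, and the 3 autosomal genes with the smallest adjusted p for sex. Other genes named in the text were chosen after their values were seen.

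The other settings chosen before the data were examined were DESeq2 size factors, no filter on low counts, a mean CPM of at least 1, no sex or no genotype covariate, females alone, the DESeq2 Wald test (DESeq2 1.42.0), limma-voom (limma 3.58.1), a fit without robust dispersion, 1 surrogate variable (sva 3.50.0), an adjusted p under 0.1, an absolute log2 fold change of at least 1, and leaving out each mouse in turn. For the marker lists they were a mean CPM of at least 5, a prior count of 0.5 and the median in place of the mean. Offsets for GC content and exon length (lowess, span 0.3) and filterByExpr by sex were added after seeing the data. DESeq2 was first run with its own filter on mean counts, which called 458 genes between the genotypes and 458 between the sexes but set aside 7688 and 1753 genes, Bpifb5 among those set aside in the genotype comparison. That filter was then turned off, after this was seen, so that all 18024 genes were tested as by edgeR.

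The scripts were tested on simulated counts for the same 18024 genes, with 200 genes changed. The edgeR test recovered 28% of changes of 0.3 on the log2 scale, 52% of 0.5, 86% of 1 and 94% of 2, and 7.8% of its calls were false. Of the calls of DESeq2 20.3% were false, and of those of limma-voom 4.7%. A simulated list shifted by 0.58 on the log2 scale was estimated at 0.57 by the exact permutation test with the smallest possible p (0.007937), and 0 of 19 unshifted lists had an unadjusted p under 0.05. No pair of libraries agreed within sampling noise: the lowest chi-square per degree of freedom between 2 libraries was 5.911. Tables were prepared with Python 3.11.15 and pandas 2.3.3. The result of 1 gene near Bpifb1, and the test that rested on it, is not reported here.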

Results

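Bpifb1 encodes a secreted protein of the airway lining that belongs to the BPI fold family. To measure how its loss changes gene expression in the unchallenged lung, RNA was sequenced from the right middle lobe of 5 KO and 5 WT mice. Per mouse, 21357452 to 28321361 estimated counts were assigned to genes, and 24026 to 25135 genes had at least 1 count. Mean totals were 24373120 ± 2121591 counts in KO and 24070182 ± 2652552 counts in WT mice (SD, n = 5 each), a difference within the spread between mice (exact permutation p 0.8333). The most abundant gene took 2.15% to 5.3% of the counts. It was the club cell secretoglobin gene Scgb1a1 in KO replicate 1 and WT replicate 3, and CT010467.1, annotated as ribosomal RNA, in the other mice. Pearson's r between the log2 CPM of any 2 mice, across genes that are not independent replicates, ran from 0.981 to 0.99. The biological coefficient of variation over all genes was 9.69%.

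Bpifb1 itself (ENSMUSG00000027485; GRCm38 chromosome 2, 154190818 to 154220369, plus strand) was examined first, as a check of the genotype labels. Its expression was 59.7 ± 23.6 CPM (SD, n = 5) in WT mice, from 647 to 2059 counts per mouse. In KO mice it was 0.614 ± 0.462 CPM (SD, n = 5), from 5 to 32 counts, so that residual counts above the floor of 3 remained in each KO mouse. The KO mean was 1.03% of the WT mean. All KO values (0.22 to 1.26 CPM) lay below all WT values (28.1 to 79.6 CPM), and the exact permutation p was 0.007937, the smallest that 252 splits allow. By edgeR's quasi-likelihood test the log2 fold change was -6.55 (SE 0.56, adjusted p 0.0275). This adjusted p depended on the fit more than the fold change did: it was 5.5e-05 without robust dispersion and 0.1516 without KO replicate 2, whereas the log2 fold change stayed between -6.97 and -6.35 over 21 alternative settings.

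Between KO and WT mice, 4 of 18024 tested genes passed an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1 higher and 3 lower in KO. The alternative that moved this count most was the DESeq2 Wald test, with 346 genes. Apart from Bpifb1, the lower genes were Bpifb5 and Chia1, and the higher gene was Tead4. In all 4 genes the CPM ranges of the genotypes did not overlap. Over the tested genes this held for 339 (1.9%), where 0.79% is given by chance.

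Bpifb5 (ENSMUSG00000038572; chromosome 2, 154223742 to 154240902, plus strand) is a protein-coding paralog separated from the end of Bpifb1 by 3372 bases. It fell from 5.78 ± 0.991 CPM in WT to 0.997 ± 0.361 CPM in KO mice (SD, n = 5 each), a log2 fold change of -2.59 (SE 0.20, edgeR adjusted p 1.0e-04). Chia1 (ENSMUSG00000062778; chromosome 3, 106113229 to 106132120, plus strand), which encodes an acidic chitinase, fell from 81.1 ± 5.38 to 46.9 ± 5.36 CPM (SD, n = 5 each), with a log2 fold change of -0.77 (SE 0.07, edgeR adjusted p 2.9e-04). Both passed in all 21 alternative settings at an adjusted p under 0.05, but Chia1 did not reach the absolute log2 fold change of at least 1 that a further setting required. Tead4 (ENSMUSG00000030353; chromosome 6, 128224288 to 128300823, minus strand), a transcription factor gene, rose from 23.3 ± 2.44 to 29.1 ± 2.37 CPM (SD, n = 5 each), with a log2 fold change of 0.37 (SE 0.05, edgeR adjusted p 0.0398). It passed in 10 of the 21 alternative settings, and its adjusted p reached 0.2538.

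**Figure D1:**
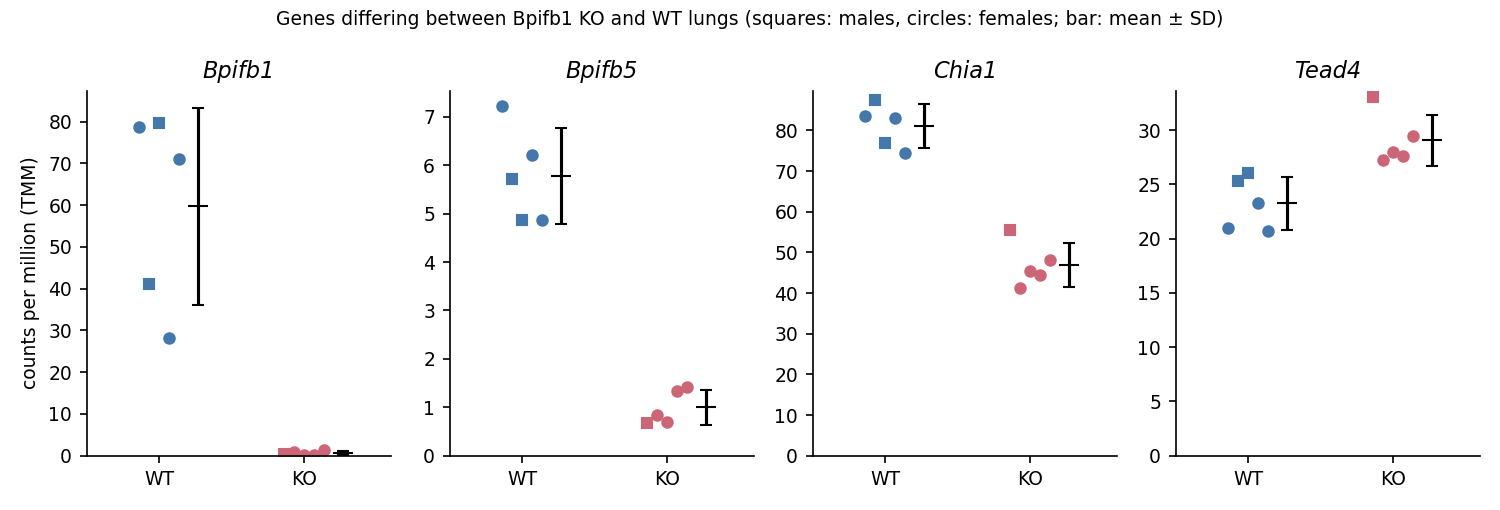
Expression of Bpifb1, Bpifb5, Chia1 and Tead4 in each mouse, in TMM-scaled CPM on a linear axis from 0, for WT (blue) and KO (red) mice, with squares for males, circles for females and black bars for the mean ± SD of 5 mice. The KO values of Bpifb1, Bpifb5 and Chia1 all lie below the WT values, with KO means of 0.614, 0.997 and 46.9 CPM, and those of Tead4 lie above, with a KO mean of 29.1 CPM.

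Below this threshold many genes differed slightly. At an unadjusted p under 0.05 stood 3057 genes (17% of those tested, where 5% would be given by chance), 1607 higher and 1450 lower in KO, and 57 passed an edgeR adjusted p under 0.1. The median absolute log2 fold change over all tested genes was 0.10. The first principal component of log2 CPM held 18.3% of the variance and did not separate the genotypes beyond the spread between mice (exact permutation p 0.0556). The second held 14.9% and differed between the sexes (exact permutation p 0.008333, the smallest possible). Over the 8 tests of 4 components these values became 0.2222 and 0.0667 after Benjamini-Hochberg adjustment.

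Of the 17 BPIF family genes, 1 had no matching symbol and was not analysed here, and 5 were expressed enough to be tested. Bpifb5 alone passed, adjusted over the list as well as over all genes, and it was also the 1 gene of the list with an unadjusted p under 0.05. Bpifa1 (ENSMUSG00000027483; chromosome 2, 154142880 to 154149219, plus strand), a further secreted airway protein of this family, measured 88.2 ± 52.5 CPM in KO and 173.9 ± 97.1 CPM in WT mice (SD, n = 5 each). The difference was within the spread between mice (log2 fold change -0.86, SE 0.61, edgeR adjusted p 0.51).

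The airway secretory genes addressed the question whether mucins and other products of secretory cells change when Bpifb1 is lost. Of 45 genes 36 were tested. Adjusted over the list alone 3 passed, all higher in KO, and adjusted over all genes 0 passed, with 8 genes at an unadjusted p under 0.05 (4 higher, 4 lower). The 3 genes were Pigr, Muc4 and Muc20. Pigr, the receptor gene that carries antibodies across epithelia, rose from 53.6 ± 4.67 to 77.5 ± 8.49 CPM (SD, n = 5 each; log2 fold change 0.52, SE 0.08, edgeR p adjusted over the list 8.8e-04, over all genes 0.0674). The log2 fold changes of the mucin genes Muc4 and Muc20 were 0.51 (SE 0.12, edgeR p adjusted over the list 0.0198) and 0.33 (SE 0.09, edgeR p adjusted over the list 0.0304). Muc4 and Muc20 overlap on opposite strands of chromosome 16, and whether the authors counted by strand is not stated, so their values are uncertain.

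The gel-forming mucins did not differ detectably. Muc5b (ENSMUSG00000066108; chromosome 7, 141839070 to 141873084, plus strand) measured 71.7 ± 32.8 CPM in KO and 63.6 ± 10.6 CPM in WT mice (SD, n = 5 each; log2 fold change 0.15, SE 0.31, edgeR adjusted p 0.86). Muc5ac (ENSMUSG00000037974; chromosome 7, 141788972 to 141819231, plus strand) measured 2.37 ± 1.30 and 1.86 ± 0.572 CPM (SD, n = 5 each; log2 fold change 0.28, SE 0.32, edgeR adjusted p 0.70). The direction of both rested on KO replicate 5, without which the log2 fold changes were -0.14 and -0.03. Scgb1a1 (ENSMUSG00000024653; chromosome 19, 9083636 to 9087958, minus strand) measured 21870 ± 1175 CPM in KO and 24067 ± 2187 CPM in WT mice (SD, n = 5 each; log2 fold change -0.13, SE 0.08, edgeR adjusted p 0.43).

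The 18 marker lists were compared because a piece of whole lung is a mixture of cells. None differed between the genotypes after adjustment over the lists (lowest adjusted exact permutation p 0.9143), and 0 lists had an unadjusted p under 0.05. The lowest exact permutation p, 0.06349, was that of the club cell list, whose mean was lower in KO by 0.12 on the log2 scale (-0.12). With 252 splits an adjusted p under 0.05 would have needed 3 lists at the smallest possible p.

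**Figure D2:**
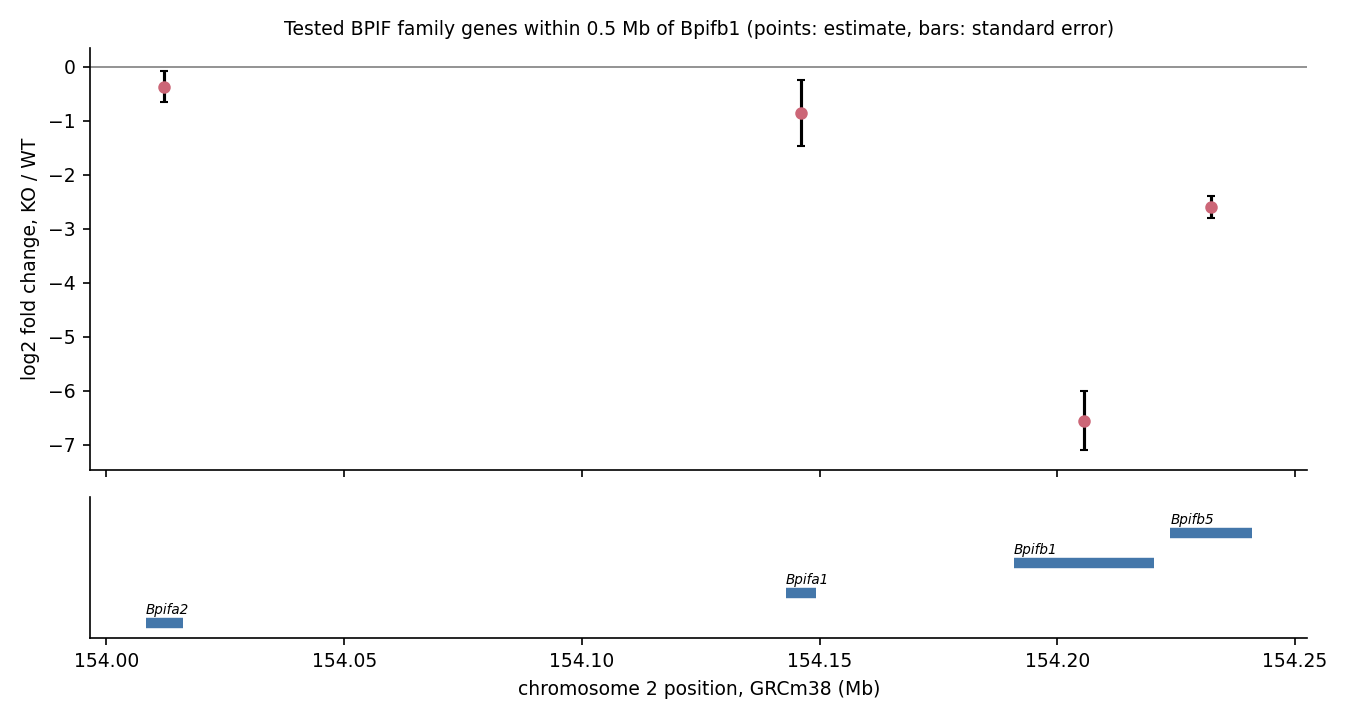
Log2 fold change of KO against WT (upper panel, points with bars of 1 standard error) for the tested BPIF family genes within 0.5 Mb of Bpifb1, by position on GRCm38 chromosome 2 in Mb, with the gene spans drawn below. Bpifb1 lies at -6.55, Bpifb5 at -2.59, Bpifa1 at -0.86 and Bpifa2 at -0.36.

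Sex was the other label that differed between the mice. Males and females differed in 105 genes at an adjusted p under 0.05 by edgeR's quasi-likelihood test, 81 higher and 24 lower in males, with absolute log2 fold changes from 0.25 to 2.73. The DESeq2 Wald test moved this count most, to 436 genes. The 3 autosomal genes with the smallest adjusted p were Hspa4l, Chordc1 and Dnaja1. Hspa4l (ENSMUSG00000025757; chromosome 3, 40744495 to 40796103, plus strand) measured 118 ± 21.1 CPM in 3 males and 70.3 ± 4.95 CPM in 7 females (log2 fold change 0.79, SE 0.08, edgeR adjusted p 0.00157). Chordc1 (ENSMUSG00000001774; chromosome 9, 18292125 to 18317442, plus strand) had a log2 fold change of 0.94 (SE 0.09, edgeR adjusted p 0.00159) and Dnaja1 (ENSMUSG00000028410; chromosome 4, 40722150 to 40737149, plus strand) one of 1.04 (SE 0.10, edgeR adjusted p 0.00222).

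The Y-linked genes Ddx3y, Kdm5d, Uty and Eif2s3y together had 2470 to 3441 counts in each male and 0 to 4 in each female. With 3 males they did not pass the filter by genotype. With the filter by sex, chosen after seeing the data, their log2 fold changes ran from 8.87 to 11.29 (edgeR adjusted p from 3.9e-13 to 2.3e-11). Females are at or near the floor of 3 counts in these genes, so the fold changes depend on the prior count. Xist (ENSMUSG00000086503; chromosome X, 103460366 to 103483254, minus strand), the RNA that silences an X chromosome, measured 1.29 to 1.73 CPM in the males and 273.7 to 407 CPM in 6 of the 7 females. KO replicate 5, labelled female, measured 1.78 CPM of Xist and 0 counts of the 4 Y-linked genes. Xist did not pass between the sexes (log2 fold change -7.58, SE 1.70, edgeR adjusted p 0.11). Without that mouse its edgeR adjusted p was 8.65e-12. With the mouse kept, Xist passed without robust dispersion (edgeR adjusted p 0.0234) and by the DESeq2 Wald test (adjusted p 2.1e-10), and over all alternatives its adjusted p ran from 8.65e-12 to 0.4073.

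**Figure D3:**
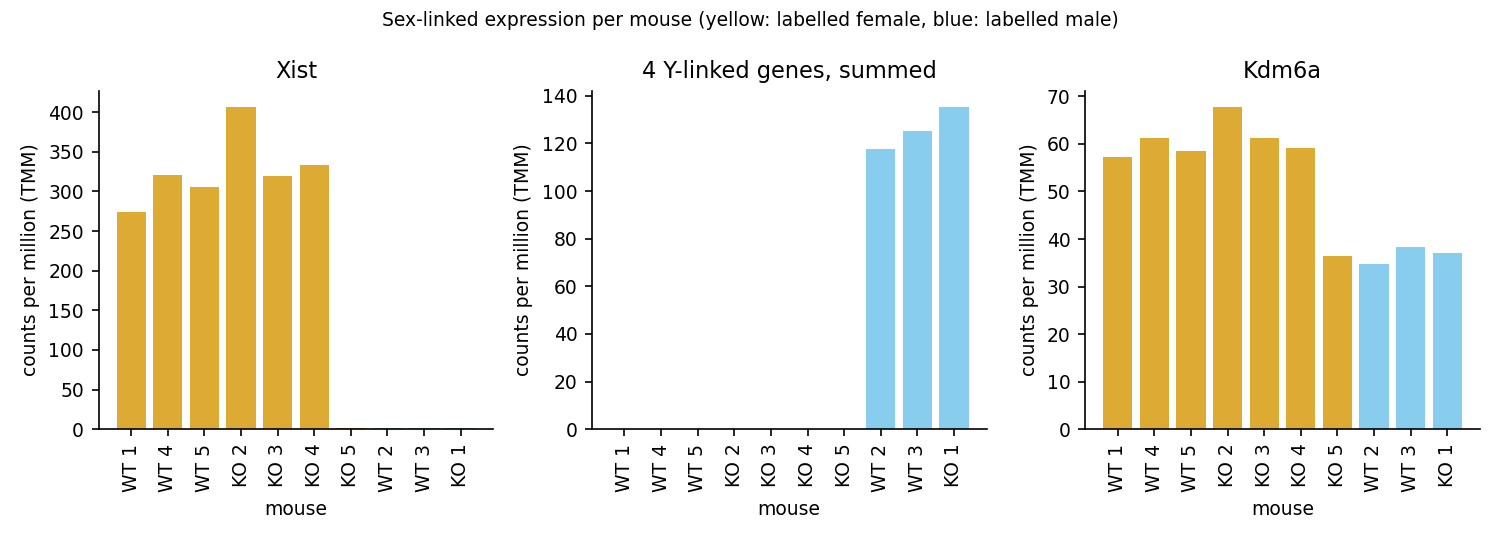
Expression in TMM-scaled CPM, on linear axes from 0, of Xist, of 4 Y-linked genes summed and of the X-linked gene Kdm6a in each mouse, with mice labelled female in yellow and mice labelled male in blue. KO 5, labelled female, shows Xist at 1.78 CPM, no Y-linked counts and Kdm6a at 36.4 CPM, next to 34.8 to 38.4 CPM in the males.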

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

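Dixon's test was applied to 62 sets of values, each the mice of 1 genotype or the 7 females, and 7 stood out, where about 3.1 would by chance. The groups and the list of escape genes used for the sex-linked pattern, the tests of library totals for single mice the test of a male mouse labelled female and the test of the gland markers were chosen only after the result was seen.

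Xist in KO replicate 5, labelled female, was far below the other 6 females: 1.778 CPM against 274 to 407 CPM. A male carrying a female label would show Y-linked reads, and the summed counts of 4 Y-linked genes were 0 in this mouse, against 2470 to 3441 in the males. A poor library is not the reason either, as its total ranked 7 of 10 from the lowest. Genes that escape X inactivation are higher in animals with a pair of X chromosomes. The mean of 5 such genes (Ddx3x, Kdm5c, Eif2s3x, Kdm6a and Utp14a) was lower in KO replicate 5 than in the other 6 females by 0.44 on the log2 scale (-0.439). The males were lower by a similar amount (-0.458), and the SD of the other 6 females was 0.077. Loss of Xist with both X chromosomes kept active should raise X-linked genes as a whole. Their median log2 ratio to the other females, less that of autosomal genes, was -0.032 in this mouse, within the -0.058 to 0.045 of the others. A candidate explanation is a single X chromosome without a Y chromosome in this mouse. No DNA was examined, so this is a hypothesis from RNA alone, and an error in sample handling that gives the same pattern was not tested. The label was kept in the comparisons.

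Muc5b in the same mouse was 128 CPM, where the other KO mice had 41.8 to 64.4 CPM. Its total count ranked 7 of 10 from the lowest, so library size gives no explanation. The cell composition of the lung pieces, such as more large airway, could raise Muc5b, but the ciliated cell markers of KO replicate 5 differed from the mean of the other KO mice by only 0.004 on the log2 scale, within their range. Clca1, another gene of mucus cells, was also highest in this mouse, at 24.2 CPM. It was also above the highest WT value (1.69 CPM) in KO replicates 4 and 2 (6.03 and 3.81 CPM), but not in KO replicates 1 and 3 (0.98 and 0.88 CPM). Between the genotypes the log2 fold change of Clca1 was 2.45 (SE 1.01, edgeR p adjusted over the list of airway secretory genes 0.202). Muc5ac (4.50 CPM), Scgb3a1 (159 CPM) and Tff2 (13.6 CPM) were highest in KO replicate 5 among the KO mice. The list of submucosal gland and tracheal markers gave another picture. Muc5b is on that list, so it was left out, and the mean of the 3 other expressed genes in KO replicate 5 was above that of the other KO mice by 0.765 on the log2 scale (4.068 against 3.082 to 3.76). WT replicates 3 and 5 were higher still on this measure (4.183 and 4.119), with Muc5b at 56.1 and 72.7 CPM and Clca1 at 0.32 and 0.97 CPM. More gland or large airway in the piece is therefore not enough to account for Muc5b in KO replicate 5, and a part in it cannot be excluded. Beyond the tissue content of the piece, no biological explanation was tested, since the labels give nothing that sets this mouse apart.

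Scgb1a1 in KO replicate 4 was 23960 CPM, above the 21140 to 21490 CPM of the other KO mice. These 4 lay within a narrow range, and the value of KO replicate 4 was below the WT mean of 24067 CPM. The total count of the mouse ranked 5 of 10. No biological explanation was tested.

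Ddx3y in KO replicate 4 (0.1302 CPM) and Uty in WT replicate 5 (0.03453 CPM) stood out among females because the other females had 0 counts. They amount to 3 counts and 1 count, at or under the floor, and cannot be told from stray reads. The totals ranked 5 and 10 of 10, so for WT replicate 5, the deepest library, depth cannot be excluded.

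The fibroblast list in KO replicate 2 had a mean of 7.762 log2 CPM, below the 7.835 to 7.863 of the other KO mice, and the smooth muscle list in WT replicate 5 had 6.907, above 6.563 to 6.658 in the other WT mice. The total of KO replicate 2 ranked 9 of 10, neither lowest nor highest. That of WT replicate 5 ranked 10 of 10, and an effect of library size cannot be excluded for it. A difference in the tissue taken into the piece was not tested separately.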

How the results depend on the processing

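The fold change of Bpifb1 kept its direction in all 21 alternatives and its side of the threshold in 12. It no longer passed in females alone (-6.42, adjusted p 0.104), by limma-voom (-6.72, adjusted p 0.0523) and in 7 of the 10 fits that each left out 1 mouse, in which it ran from -6.97 to -6.35. Its adjusted p over the alternatives ran from 4.3e-26 to 0.1516. In the fit of all mice without robust dispersion it was 5.5e-05, so the robust prior given to this gene's variance raised it there. The settings in which Bpifb1 no longer passed were not repeated without that prior, so their cause was not tested. Bpifb5 and Chia1 passed in these 21 alternatives, with an adjusted p of at most 0.00186 and 0.00224.

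The count of 4 genes between KO and WT became 346 by the DESeq2 Wald test (253 higher, 93 lower), 57 at an adjusted p under 0.1 (39 higher, 18 lower), 50 with no filter on low counts (31 higher, 19 lower) and 15 with offsets for GC content and exon length, the last chosen after seeing the data. It became 2 by limma-voom and 2 with an absolute log2 fold change of at least 1, which leaves out Chia1 and Tead4, and from 2 to 18 genes across the 10 fits that each left out 1 mouse. All 4 genes were among those called in the first 4 of these settings. Of the DESeq2 calls on simulated counts 20.3% were false, against 7.8% for edgeR (35 and 11 false calls). The simulated genes had no shared source of variation, and they gave no gap as wide as 346 against 4. These false rates therefore do not account for the gap, whose cause was not tested.

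The count of 105 genes between the sexes became 436 by DESeq2, 351 at an adjusted p under 0.1, 217 with the added offsets, 197 with no filter on low counts, 191 with 1 surrogate variable, 41 with no genotype covariate and 13 with an absolute log2 fold change of at least 1. Leaving out 1 mouse at a time gave from 0 to 195 genes. The 0 came without KO replicate 1, the one KO male, with 1919 genes at an unadjusted p under 0.05. The cause was not tested.

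Of the airway secretory genes 3 passed over the list, 5 by DESeq2, 1 in females alone, 0 with an absolute log2 fold change of at least 1 (8 genes had an unadjusted p under 0.05), and from 1 to 5 without single mice. Adjusted over all genes, Pigr passed with no filter on low counts, no sex covariate, 1 surrogate variable, the added offsets and without KO replicate 3. Its edgeR adjusted p there ran from 0.008192 to 0.04899. It also passed by the DESeq2 Wald test (adjusted p 1.4e-05), and in no other setting at an adjusted p under 0.05. In the BPIF family 1 to 2 genes passed without single mice. No marker list passed in any of 15 alternatives, but this shows no stability, since these exact permutation tests pass only when several lists reach the smallest possible p. The cause of these changes was not tested.

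The log2 fold changes of Muc5b and Muc5ac reversed without KO replicate 5, to -0.138 and -0.027. Over the 10 fits that each left out 1 mouse they ran from -0.14 to 0.28 and from -0.03 to 0.44. That mouse had the highest values of both, 128 and 4.50 CPM. Among the other single genes named, 11 values were weaker and 1 stronger when a mouse was left out, and 3 were weaker and 2 stronger in other settings. Depth limits the Y-linked genes in females and the residual Bpifb1 in KO mice, which rest on 0 to 4 and 5 to 32 counts.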

Other observations

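The tests of the 0.5 Mb around Bpifb1, of the heat shock, immediate early and clock genes, and of the surplus of small p-values used windows or lists chosen only after the result was seen.

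Other splits of the mice seldom gave as many genes. Of 100 splits into 5 and 5, drawn from all such splits with a fixed seed and with the real one included, 2 gave at least 4 genes at an edgeR adjusted p under 0.05, and 4 gave at least 3057 genes at an unadjusted p under 0.05, with a median of 666. The largest counts in another split were 11 and 3580 genes, each above that of the real split. Each other split with at least 3057 genes at an unadjusted p under 0.05 (3580, 3206 and 3148) set KO replicates 1, 2 and 5 together with WT replicate 3. The surplus of small p-values therefore follows a grouping of the mice that matches genotype only in part, and its size alone does not mark a genotype effect. For sex, 1 of 100 choices of 3 mice, the real one, gave at least 105 genes.

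Bpifb5 lies 3372 bases after Bpifb1 on the same strand. Reads shared between the genes do not account for its fall: of 1588 windows of 50 bases in its transcript 0 occurred in a Bpifb1 transcript with up to 2 mismatches (0%). Of the 13 other tested genes within 0.5 Mb, 11 were lower in KO. The median log2 fold change of the 13 was -0.196, and 0.25% of 13043 windows elsewhere with at least 8 genes had a median as low. Part of this came from weakly expressed genes: for the 10 genes of at least 1 CPM the median was -0.098, and 2.37% of such windows were as low. The windows overlap, so these shares are descriptions. Within 20 Mb lay 1 of the 3 called genes other than Bpifb1, against 1.95% of tested genes (Fisher's exact p 0.0573), and this gene is Bpifb5. At an adjusted p under 0.1 it was 2 of 56 genes (Fisher's exact p 0.2979). These are too few to tell a stretch of flanking DNA from no such effect. A local change of the Bpifb cluster made by the targeted allele, in DNA or in regulation, is a candidate explanation for the fall of Bpifb5, and it cannot be told apart here from flanking DNA of another origin.

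Of 8 genes reported to differ between C57BL/6 substrains, Entpd4 (log2 fold change 0.47, edgeR p adjusted over the list 0.0006026) and Entpd4b (0.53, edgeR p adjusted over the list 0.0095) were higher in KO and passed over the list, while Nnt (0.04, edgeR p adjusted over the list 0.87) did not. The Entpd4 genes are near-identical copies, so how counts divide between them is uncertain. Mean expression rose from 31.716 CPM in WT to 44.495 CPM in KO mice for Entpd4, and from 3.99 to 6.003 CPM for Entpd4b. In both genes the CPM ranges of the genotypes did not overlap. Reads shared between these genes alone would move counts from a gene to its copy, so the rise of both argues against that explanation. A mixed substrain background could contribute to the differences between genotypes, and the list leaves this open.

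Chia1 was lower in KO in 5 of 5 mice. With the mean of the club or alveolar type 2 markers as a covariate its edgeR adjusted p was at most 0.01084, so the level of these markers does not explain it. For the called genes as a whole, no marker list differed (lowest adjusted exact permutation p 0.9143), but with 252 splits 1 list alone could not have passed, and cell composition remains open. Library size differed little between the genotypes (exact permutation p 0.8333). Reduced Chia1 expression in lungs without Bpifb1 is a hypothesis, since substrain background remains untested for this gene.

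More genes than 5% had an unadjusted p under 0.05 between KO and WT (17%). When single mice were left out, this share ran from 10.3% (without WT replicate 1) to 19.2% (without WT replicate 4). With no sex covariate the share was 12.7% (2283 genes). With no filter on low counts it was 11.3%, but of 30722 genes in place of 18024. The number of such genes was then 3478, against 3057 in the main fit, so this lower share is no smaller surplus. After offsets for GC content and exon length the share was 14.3%, so this bias is not the whole of it. The mean of 12 immediate early genes was higher in KO by 0.45 on the log2 scale. The ranges barely parted, with a lowest KO value of 5.672 and a highest WT value of 5.666. The exact permutation p was 0.007937, the smallest possible, and 0.1667 after adjustment over 21 lists, the lowest that a single list can reach, so the adjusted test had no chance to pass. Library size did not differ (exact permutation p 0.8333). With this mean as a covariate 11.9% of genes had an unadjusted p under 0.05, and Bpifb5 and Chia1 passed while Bpifb1 and Tead4 did not (edgeR adjusted p 0.3259 and 0.3607). The mean itself differed between the genotypes, so this fit separates them only in part. A small difference in handling at dissection may underlie part of the surplus, and the labels give no order of dissection to test it.

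Genes of the heat shock response were higher in the 3 males. Of 17 such genes 14 were among the 105 called, and all 14 were higher in males. The mean of the list was higher by 0.94 on the log2 scale, with every male (6.877 to 7.598) above every female (6.017 to 6.639), and 1 of 120 choices of 3 mice, the real one, gave a difference as large (exact permutation p 0.008333). The list was made after these genes had been seen, so this shows no more than the gene calls do. Between the genotypes the mean of the list was higher in KO by 0.108 on the log2 scale (exact permutation p 0.7222), in a test that took no account of sex. In the fit with sex, Hspa4l, Chordc1 and Dnaja1 were higher in KO by 0.19, 0.36 and 0.40 (edgeR adjusted p 0.2221, 0.1338 and 0.134). A part of genotype in this pattern is therefore left open. The mean of the immediate early genes, which also respond to handling, did not differ between the sexes (exact permutation p 0.5), although Nr4a3, a gene of this class outside the list, was higher in males (log2 fold change 1.13, edgeR adjusted p 0.0296). Nor did clock output genes differ, as a measure of the time of day (exact permutation p 0.2167). Chance is a poor account of the number of genes called for sex: the other 99 choices of 3 mice gave at most 15 genes. Without the KO male 0 genes were called (1919 at an unadjusted p under 0.05), yet Hspa4l, Chordc1 and Dnaja1 were still higher in males by 0.70, 0.76 and 0.91 on the log2 scale (edgeR adjusted p from 0.0824 to 0.1033, over all alternatives from 2.3e-17 to 0.1033). A sex difference in the heat shock response is a hypothesis, and with 3 males it cannot be told apart from a shared event such as warmth or handling before dissection.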
